A study of Danio rerio with 8 samples. Its data were reported in "Molecular Description of Eye Defects in the Zebrafish Pax6b Mutant, sunrise, Reveals a Pax6b-Dependent Genetic Network in the Developing Anterior Chamber" (2015).

How the data were processed

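The study compared the cornea of adult zebrafish directly with the epidermis of the skin on 2-colour Agilent oligonucleotide arrays. The series holds 8 arrays on 2 slides, which are 4 biological repeats, each hybridised on 2 arrays with the dyes exchanged (dye swap). Repeats 1 and 2 lay on slide 1 and repeats 3 and 4 on slide 2. Per the methods of the paper, corneae were dissected from eye globes, and the epidermis came with the scales that were scraped off the body, so that cells of the scales can be in the epidermis samples.

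The deposited values are log2 ratios, 1 per feature and array, made by the authors. They scanned the arrays with GenePix and used limma for background correction by the minimum method, for normalisation within arrays and for quantile normalisation of average intensities between arrays; the version is not given in the sources used here. Base 2 is the convention of limma and is not stated with the values. All 45220 features had a value on all 8 arrays, control spots included, and control spots could not be told apart, so they stayed in the probe fit. Array medians lay within 0.02 of 0. No spot intensities were used here, so it cannot be said which probes were above background or saturated; for arrays, their number limits the precision.

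Arrays of opposite dye orientation of the same repeat correlated above 0 (r between 0.390 and 0.515 across probes), so the values had already been turned to 1 order of the tissues and no sign was changed. A value above 0 is taken as higher in cornea. This direction is not stated with the values. It rests on the order of the tissues in the labels and on the genes the study names as cornea genes, which lay above 0. Among them are listed genes that the study found enriched in cornea by RT-qPCR, a separate assay, though against dermis. Of 35 such genes measured here, 32 were called higher and 1 lower, which argues against a turned sign. The dye effect had been planned as the half-sum for ratios of Cy5 over Cy3. With turned values it is the half-difference between the arrays of a repeat, which was used.

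Gene names rest on a step that was found from the data. The annotation used here is that of a platform record, paired with the values by feature number. Matched directly, different probes of the same gene did not resemble each other (r = 0.0191 across 5098 genes with at least 2 probes). The feature numbers were therefore set against the annotation in 6402 layouts: 6000 shifts of up to 3000 places, and 402 rearrangements of the probe grid with the direct match among them. In 1 of them, a grid of 532 by 85 places that is turned and staggered in steps of 2, the correlation was 0.361. It was 0.359 over the 2559 genes used for choosing and 0.362 over the other 2539, but this layout had first been met while exploring all of the genes, so the 2539 are no untouched test. The highest correlation of any other layout over all genes was 0.0590, that of 1000 random orders 0.0452, and that of 200 small shifts of the chosen layout 0.0450. In 10 stretches of the probe order it lay between 0.254 and 0.444. The SD of the mean log2 ratio was 0.864 over named probes and 0.652 over unnamed features, against 0.759 and 0.772 with the direct match. The 4 gene lists taken from the study played no part in the choice: 80 of their 83 measured genes were called higher and 1 lower with the rearranged grid, and 11 higher and 7 lower with the direct match (median log2 ratio 2.29 and 0.00224). All gene names below hold only if this layout is right.

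With it, 21061 probes had 1 gene symbol, 0 had several and 24159 features had none, which left 14462 genes. Of their gene IDs, 13771 were found in the RefSeq table, and 0 symbols changed. The value of a gene is the mean over its probes. Of 1059 genes with at least 2 called probes, 227 had called probes in both directions, so a gene mean can hide probes that disagree. Whether the layout, the annotation or true differences between probes lie behind this was not tested. klf4, which the study's text names, was not analysed here.

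The arrays of a repeat hold the same RNA extracts and were averaged first, so that n = 4. Probes and genes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, mean against 0, two-sided) with Benjamini-Hochberg adjustment, and called at an adjusted p under 0.05. SDs are between the 4 repeats. The repeat number ties 2 arrays to the same extracts by design. Deviations from the mean of each orientation correlated between 0.0213 and 0.0899 within repeats and between -0.0924 and 0.0370 across repeats, and in 3 of the 4 repeats the arrays deviated most like each other. The R package data.table (version 1.17.8) and numpy 2.4.6 and pandas 2.3.3 under Python 3.11.15 handled the values, and matplotlib 3.10.9 drew the figures.

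The samples, tests, 35 gene lists, the rule for named genes and most alternatives were fixed before the data were examined. Chosen only after the data had been seen were, for the gene lists, the tests within each slide, the median over probes, the probe of smallest variance and the first matching of list names. So were the adjustment over named probes, the direct match of feature numbers, and all alternatives for the dye effect, the orientation and the spread. Any other later choice is marked as such. The rule took the 12 highest and 12 lowest genes among those called with 1 sign on all 8 arrays, leaving out clone-style names (4 were passed over among the highest and 0 among the lowest), the genes the study's text names, and up to 2 called members at either end of each list. Lists were tested with camera (preset correlation of 0.01 between genes, Benjamini-Hochberg over the 35 lists), which sets a list against all other genes. With an estimated correlation camera called 0 lists, and 5 had an unadjusted p under 0.05. A higher correlation is not the only cause of this loss. For glycolysis the estimate was −0.0261, below the preset, yet the unadjusted p of camera rose from 5.64e-07 to 0.0110. The p-values of that setting therefore do not measure the effect of correlation alone. fry was run as well: its p asks whether the genes of a list move, on balance, one way, and sets the list against no other genes. Of the lists, 31 were chosen for this comparison: eye and anterior segment transcription factors, small leucine-rich proteoglycans and corneal matrix, collagens, keratins, claudins and tight junctions, connexins, desmosome, adherens junction and cornified envelope, annexins and calpains, photoreceptor phototransduction, retinal neurons and glia, retinal pigment epithelium and melanophores, iridophores and xanthophores, lens, ionocytes and mucous cells, scale-forming osteoblasts and osteoclasts, hox genes, skeletal muscle, erythroid cells, leukocytes, vascular endothelium, corneal ion and fluid transport, the Wnt and FGF pathways, retinoid metabolism and signalling, sterol and fatty acid synthesis, glycolysis, oxidative phosphorylation, ribosomal proteins, proteasome, cell cycle, and immediate early and stress response. The other 4 hold genes the study chose on these samples: those it lists by name as measured by RT-qPCR, which are not all it measured, and those it found lower, ectopic or not affected in pax6b mutants.

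List names were matched to current symbols and to older names. After the list results had been seen, 4 members in 3 lists turned out to be other genes, reached because the current symbol of 1 gene is an older name of another, and they were left out. This correction added a call: vascular endothelium went from an adjusted p of 0.0570 to 0.0430, and the number of called lists from 17 to 18. The first matching is kept as an alternative.

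The tests were tried on simulated data with the spread of the real arrays. Of genes changed 1.5-fold, 2-fold and 4-fold, 1 of 67, 33 of 67 and 57 of 66 were called, with 6 false calls. Of probes, 0 of 67, 0 of 67 and 25 of 66 were called, with 0 false calls. Only the genes or probes counted here were changed, a far smaller share than was called in the real data. The adjustment was therefore stricter there, and these counts do not measure the recovery in the real data. Of 300 lists drawn at random from all genes, camera gave 8 and fry 35 an unadjusted p under 0.05. The changed genes were not kept out of these lists, so the counts do not show whether fry was too liberal. Noise was drawn independently for each gene, so this does not cover lists whose genes vary together, such as ribosomal proteins (estimated correlation 0.251). Alternatives were all arrays with a dye term and either the replicate block (duplicateCorrelation) or arrays taken as independent, 1 dye orientation alone, median centring, scaling and quantile normalisation between arrays, the slide as a covariate and each slide alone, a robust variance model, stricter thresholds, treat, each repeat left out, other rules for several probes of a gene, an estimated correlation and fry.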

Results

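To find the genes that set the adult zebrafish cornea apart from the epidermis of the skin, which shares the ectodermal origin of the corneal epithelium, RNA of both tissues was hybridised together on 2-colour arrays. The data comprised 4 biological repeats, each on 2 arrays with exchanged dyes, and every array gave a log2 ratio for 45220 features. The array medians, with cornea in Cy5 and in Cy3 respectively, were 0.00915 and 0.000146 in repeat 1, 0.00681 and −0.0165 in repeat 2, 0.00833 and −0.0195 in repeat 3, and 0.00620 and 0.00165 in repeat 4. Repeats correlated with each other at r between 0.544 and 0.703 across probes, and the median SD between repeats was 0.388 for probes and 0.311 for genes. Ratios are given as cornea over epidermis. This direction rests on the order of the tissues in the labels and on the study's own cornea genes lying above 0. A turned sign is argued against by the listed genes that the study found enriched in cornea over dermis by RT-qPCR. Of 35 measured, 32 were called higher in cornea here and 1 lower. Gene names depend on a rearrangement of the probe grid that was found from the data, under which different probes of 1 gene correlated at r = 0.361 across genes, against 0.0191 with the numbering as given.

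Highest in cornea, with clone-style names left out, were gad3 of the glutamate decarboxylase family, with a log2 ratio of 4.87 ± 0.77 (SD, n = 4 repeats here and below), the matrix glycoprotein gene thbs1b (4.76 ± 0.27), the smooth muscle actin gene acta2 (4.71 ± 0.38) and the homeobox gene hmx4 (4.56 ± 0.36). They were followed by tnn, the gene called tnw (tenascin W) by the study (4.50 ± 0.15), the chemokine gene ccl19b (4.28 ± 0.24), gas1a (4.11 ± 0.33), the selenoprotein gene selenop (4.11 ± 0.32), the homeobox genes pax6b (4.09 ± 0.25) and pitx1 (4.07 ± 0.32), the elongation factor gene eef1da (4.04 ± 0.25) and mab21l1 (4.04 ± 0.27), which acts in eye development. Lowest in cornea were cyp8b1.3, a cytochrome P450 gene (−7.05 ± 0.22), the matrix gene paplnb (−6.68 ± 0.37) and enam, which encodes the enamel protein enamelin (−5.35 ± 0.25). Then came nt5e (−4.79 ± 0.49), the proteoglycan gene bgna (−4.75 ± 0.44), hoxc9a (−4.32 ± 0.61), the claudin gene cldn7a (−4.21 ± 0.69), the glutamate transporter gene slc1a1 (−4.18 ± 0.66), igfn1.1 (−4.05 ± 0.40), the matrix gene dpt (−4.01 ± 0.83), the stress-induced gene ddit4 (−3.99 ± 0.28) and tmem97 (−3.97 ± 0.25).

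These 24 genes were taken only from genes with an adjusted p under 0.05 and 1 sign on all 8 arrays. Those traits are therefore no result of their own. The adjusted p of limma lay between 3.31e-05 and 1.23e-04 for the 12 highest and between 1.86e-05 and 2.48e-04 for the 12 lowest. Clone-style names were passed over, 4 among the highest (with zgc:113456 at 4.83) and 0 among the lowest. Repeat 1 lay apart from the others for ccl19b (3.91), eef1da (3.66) and hoxc9a (−3.40). Of 14462 genes, 3315 were called higher and 1994 lower in cornea, and 2199 of the called genes differed by over 2-fold (1495 higher, 704 lower). At an adjusted p under 0.001 and over 2-fold, 1275 genes remained (960 higher, 315 lower). Of all 45220 probes, 6350 were called higher and 4690 lower. Called probes numbered 6947 without repeat 3 and 6679 without repeat 4. Within slide 1 alone 2039 genes and 1973 probes were called, and within slide 2 alone 3414 genes and 4718 probes.

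**Figure D1:**
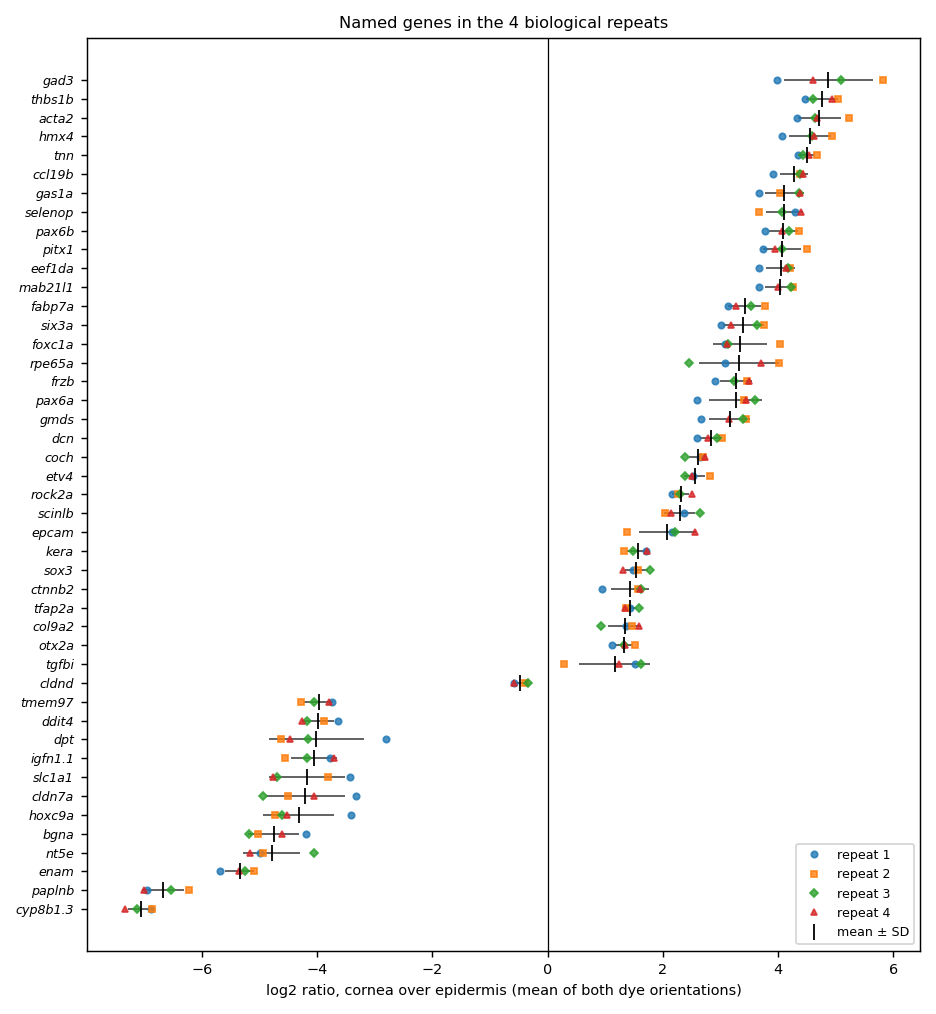
Log2 ratio of cornea over epidermis (x axis) for the 12 highest and 12 lowest genes, with clone-style names left out, and the genes named in the study's text (y axis). Each symbol is 1 biological repeat (mean of both dye orientations), with mean and SD as a tick and a bar; the highest mean is that of gad3 (4.87) and the lowest that of cyp8b1.3 (−7.05).

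Regulators of eye development were higher in cornea as a group. Of 26 measured eye and anterior segment transcription factors, 14 were higher, 0 lower and 12 not called (14 and 1 when adjusted over the list alone), and the median log2 ratio was 0.55. Besides pax6b and pitx1 they included pax6a (3.26 ± 0.45), foxc1a (3.34 ± 0.47, with repeat 2 apart at 4.04), six3a (3.40 ± 0.35), sox3 (1.54 ± 0.20), tfap2a (1.43 ± 0.11) and otx2a, the study's otx1a (1.32 ± 0.16). The list stood above the other genes in camera (adjusted p = 2.43e-05; adjusted p = 0.263 with an estimated correlation), and 8 of its members had been named by the study from these samples. Of other lists called at the preset correlation, annexins and calpains held 4 such genes. The list of the desmosome, adherens junction and cornified envelope also held 4, the Wnt pathway 3 and keratins 2. Corneal ion and fluid transport and sterol and fatty acid synthesis held 1 each, hox genes and glycolysis 0. Calls of lists with such genes are not fully independent of the study's choice. For the lists that follow, counts adjusted over the list alone are given only where they differed from those over all genes.

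Among the signalling lists, camera at its preset correlation called only that of the Wnt pathway, with 26 of 58 members higher and 4 lower (26 and 6 when adjusted over the list alone; median 0.26). The secreted Wnt regulator frzb had a log2 ratio of 3.27 ± 0.27, the beta-catenin genes ctnnb1 and ctnnb2 had 2.82 ± 0.08 and 1.43 ± 0.33, with repeat 1 apart for ctnnb2 at 0.94, and the kinase gene rock2a had 2.31 ± 0.15. Lower were the receptor gene fzd3b (−1.11 ± 0.15) and the Wnt inhibitor gene wif1 (−0.87 ± 0.30). The Wnt list was called in camera (adjusted p = 0.0185; adjusted p = 0.263 with an estimated correlation), but not within slide 2 alone (adjusted p = 0.0546) or with cornea in Cy5 only (0.108). Of 49 FGF pathway genes, 11 were higher and 7 lower (median 0.04, camera adjusted p = 0.921, but called higher by fry with adjusted p = 0.0156). Among these were etv4 at 2.56 ± 0.18 and fgf10b at 1.64 ± 0.45, and fgf16 at −1.47 ± 0.68 and fgf6a at −1.43 ± 0.62. Of 34 genes of retinoid metabolism and signalling, 8 were higher and 5 lower (camera adjusted p = 0.802). Their median was −0.04 and camera's direction lower, but the mean was 0.11. Examples were rdh12l (2.86 ± 0.76) and the retinoic acid hydroxylase gene cyp26a1 (1.63 ± 0.95), whose call was lost without repeat 4 (adjusted p = 0.0514), and bco1 (−1.48 ± 0.31) and crabp1b (−1.43 ± 0.65).

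Genes of epithelial structure differed widely, and keratins, desmosome genes, annexins and calpains were mostly higher in cornea. Of 21 keratins, 15 were higher and 1 lower (15 and 2 when adjusted over the list alone; median 1.04). The keratin genes krt15 and krt18a.1 stood at 3.86 ± 0.31 and 2.99 ± 0.33, and krt93 at −1.32 ± 0.36. In camera the list had an adjusted p = 7.56e-04 (adjusted p = 0.263 with an estimated correlation). Of 18 genes of the desmosome, adherens junction and cornified envelope, 10 were higher and 2 lower (median 1.04), with camera adjusted p = 0.00280 and adjusted p = 0.418 with an estimated correlation. Among them were the cornified envelope genes scel (3.43 ± 0.51) and evpla (3.04 ± 0.37) and the adhesion gene epcam (2.08 ± 0.50), with pkp2 at −0.98 ± 0.29 and cdh1 at −0.64 ± 0.34. Of 25 annexins and calpains, 16 were higher and 1 lower (17 and 4 when adjusted over the list alone; median 1.00), with anxa1a at 2.98 ± 0.05, capn2b at 2.84 ± 0.39 and capn3a at −0.78 ± 0.37. This list stood above the other genes (camera adjusted p = 3.33e-04; adjusted p = 0.368 with an estimated correlation). The call of cdh1 was lost without repeat 1 (adjusted p = 0.0696) or repeat 3 (0.0908), and that of capn3a without repeat 3 (0.0564); the probes of capn3a stood at −1.66 and 0.11.

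Claudin and tight junction genes went both ways, with 7 of 46 higher and 11 lower (7 and 12 when adjusted over the list alone; median −0.14, camera adjusted p = 0.104, and 0.0452 without repeat 1). The junctional adhesion gene f11r.1 (3.80 ± 0.39) and the occludin gene oclnb (2.94 ± 0.18) were higher, and cldn7a and cldn8.1 (−2.64 ± 0.84) lower. For cldnd, the study's example of a skin gene, the log2 ratio was −0.47 ± 0.13 (adjusted p = 0.0230), a call lost with the replicate block and a dye term and with any 1 repeat left out (adjusted p between 0.0535 and 0.0951 for the latter). Of 27 connexins, 4 were higher and 5 lower (median −0.07, camera adjusted p = 0.321); camera's direction was lower and fry's higher. They included gja1b (2.19 ± 0.18), gjc4b (1.87 ± 0.17), gjb8 (−1.81 ± 0.54, with probes at −4.00 and 0.37) and gja5b (−1.37 ± 0.36).

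Matrix genes of the cornea included some of the largest differences in either direction. Of 17 small leucine-rich proteoglycans and corneal matrix genes, 9 were higher and 3 lower (median 0.55, camera adjusted p = 0.148). Besides tnn, the fibromodulin-like zgc:113456 stood at 4.83 ± 0.25, decorin (dcn) at 2.84 ± 0.19, coch at 2.62 ± 0.15, keratocan (kera) at 1.57 ± 0.19 and tgfbi at 1.16 ± 0.61. For tgfbi the probes stood at −0.43 and 2.76 and 7 of 8 arrays were above 0. Lower were bgna and chad (−1.70 ± 0.41). Collagen genes were higher in 9 and lower in 4 of 26 cases (median 0.16, camera adjusted p = 0.380). The hemidesmosome collagen gene col17a1b stood at 3.12 ± 0.43, col8a1b at 2.2 ± 0.71 and col9a2 at 1.34 ± 0.29 (probes 0.15 and 2.52), and col1a1b at −2.50 ± 0.76 and col10a1a at −1.66 ± 0.73 (probes −3.61 and 0.29). The study's text also names fabp7a (3.42 ± 0.28), the fucosylation gene gmds (3.16 ± 0.35) and the corneal crystallin gene scinlb (2.296 ± 0.269), all higher in cornea with 1 sign on 8 arrays.

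In camera, genes of other ocular cells were not higher as lists, though single members were. With fry, which sets a list against no other genes, phototransduction (adjusted p = 0.0493) and retinal neurons and glia (0.0133) were called higher. So were retinal pigment epithelium and melanophores (0.00286) and iridophores and xanthophores (0.00273), but not lens. Of 36 phototransduction genes, 7 were higher and 1 lower (5 and 0 when adjusted over the list alone), with a median of 0.16 (camera adjusted p = 0.345). By repeat, the median was 0.53 in repeat 4 and between 0.00832 and 0.0549 in the others. The cone transducin gene gnat2 stood at 2.69 ± 0.27, gngt1 at 1.62 ± 0.15 and guca1ab.1 at −0.50 ± 0.26, a call lost with any 1 repeat left out (adjusted p between 0.0558 and 0.142). Retinal neuron and glia genes were higher in 8 and lower in 3 of 31 cases (median 0.04, camera adjusted p = 0.608). Named here are apoeb at 2.25 ± 0.16, glula at 1.74 ± 0.45 (repeat 1 apart at 2.42), trpm1b at −0.63 ± 0.33 and rbpms2a at −0.59 ± 0.31. The calls of trpm1b and rbpms2a were lost without repeat 2 (adjusted p = 0.0775 and 0.0572), repeat 3 (0.0897 and 0.0938) or repeat 4 (0.0751 and 0.0985).

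Of 19 genes of retinal pigment epithelium and melanophores, 7 were higher and 1 lower (8 and 1 when adjusted over the list alone). The median was −0.03 although the mean (0.43) and camera's direction were above 0 (camera adjusted p = 0.345). The visual cycle gene rpe65a was higher at 3.32 ± 0.69 and the melanosome gene pmelb at 2.11 ± 0.12, and rpe65b lower at −1.10 ± 0.96, a call lost without repeat 2 (adjusted p = 0.122), repeat 3 (0.144) or repeat 4 (0.0854). Of 15 genes of iridophores and xanthophores, the reflecting and yellow pigment cells, 5 were higher and 3 lower (median 0.16, camera adjusted p = 0.419). Examples were mycbp2 at 2.64 ± 0.35, paics at 1.59 ± 0.43, pts at −1.60 ± 0.45 and xdh at −0.68 ± 0.26. Lens genes, mostly crystallins, were higher in 2 and lower in 3 of 45 cases (1 and 0 when adjusted over the list alone; median −0.13, camera adjusted p = 0.212). Of these, crygs1 stood at 1.24 ± 0.24, cryabb at 0.49 ± 0.22, bfsp2 at −1.01 ± 0.60 and crygn2 at −0.88 ± 0.61. The call of cryabb was lost with any 1 repeat left out (adjusted p between 0.0561 and 0.118), that of bfsp2 without repeat 4 (0.0543) and that of crygn2 without repeat 1 (0.0796), 2 (0.0896) or 4 (0.107).

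Hox genes, which set position along the body axis, were lower in cornea as a group. Of 47 measured, 22 were lower and 1 higher, with a median of −0.40 (camera adjusted p = 4.14e-07; adjusted p = 0.193 with an estimated correlation). After hoxc9a the lowest was hoxc10a (−2.20 ± 0.62), and the one higher was hoxc13a (1.08 ± 0.65), a call lost without repeat 1 (adjusted p = 0.0599). Skin cell types gave no common direction. Of 21 genes of ionocytes and mucous cells, 2 were higher and 3 lower (median −0.19, camera adjusted p = 0.193). The proton pump gene atp6v1aa stood at 1.01 ± 0.26 and grhl1 at 0.76 ± 0.33, and the mucous cell gene agr2 at −3.12 ± 0.61 and icn at −1.95 ± 0.23. The call of grhl1 was lost without repeat 3 (adjusted p = 0.0504) or repeat 4 (0.0505). Of 36 genes of scale-forming osteoblasts and osteoclasts, 15 were higher and 9 lower (camera adjusted p = 0.881); the median was −0.00153 although the mean (0.14) and camera's direction were above 0. They included ctsk (2.69 ± 0.43) and alpl (2.28 ± 0.37), and acp5b (−2.23 ± 0.69) and dlx5a (−2.14 ± 0.37).

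Markers of blood and vessels leaned towards the epidermis. Of 20 erythroid genes, 1 was higher and 4 lower (median −0.28, camera adjusted p = 0.0255; adjusted p = 0.263 with an estimated correlation). Single genes were nt5c2l1 at −2.48 ± 0.59, the globin gene ba2 at −1.23 ± 0.81 and urod at 0.93 ± 0.41. The list was not called with cornea in Cy5 only (adjusted p = 0.151). Of 27 vascular endothelium genes, 4 were higher and 8 lower (median −0.25, camera adjusted p = 0.0430; adjusted p = 0.263 with an estimated correlation). This call came about only when list names were corrected after the results had been seen (adjusted p = 0.0570 before), and it was lost in 8 alternatives, among them without repeat 2 (0.0680) or repeat 4 (0.0582) and within slide 1 (0.0916) and slide 2 (0.0536). Its members included pecam1a (−1.72 ± 0.40), egfl7 (−1.50 ± 0.31), lyve1a (2.18 ± 0.21) and cldn5a (0.69 ± 0.50). Of 43 leukocyte genes, 9 were higher and 17 lower (10 and 18 when adjusted over the list alone; median −0.30), a list not called with all repeats (camera adjusted p = 0.0568) but called without repeat 1 (0.0216) or repeat 4 (0.0373), with cornea in Cy3 only (0.0475) and with the probe of smallest variance (0.0291). The macrophage genes mpeg1.2 (2.63 ± 0.99) and mpeg1.1 (−1.61 ± 0.25) went opposite ways, as did ctss2.2 (2.91 ± 0.88) and tagapb (−1.37 ± 0.87). Of 43 skeletal muscle genes, 8 were higher and 4 lower (8 and 3 when adjusted over the list alone; median 0.08, camera adjusted p = 0.881). Contractile and energy genes went both ways, with atp2a1 at 3.04 ± 0.64, ckma at 1.78 ± 0.69, smpx at −2.19 ± 0.55 (repeat 1 apart at −1.37) and tmod4 at −1.28 ± 0.43. The call of ba2 was lost without repeat 3 (adjusted p = 0.0547) or 4 (0.0727), that of cldn5a without repeat 1 (0.0770), 2 (0.120) or 3 (0.135), and that of tagapb without repeat 2 (0.0582), 3 (0.0586) or 4 (0.0701).

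Metabolic genes split between the tissues. Of 28 glycolysis genes, 18 were higher in cornea and 0 lower (median 0.97, camera adjusted p = 3.29e-06; adjusted p = 0.193 with an estimated correlation), led by aldoaa (3.44 ± 0.26) and pkma (3.10 ± 0.15). Of 90 genes of oxidative phosphorylation, 17 were higher and 36 lower (18 and 40 when adjusted over the list alone; median −0.31, camera adjusted p = 7.49e-04; adjusted p = 0.560 with an estimated correlation). With fry this list was not called (adjusted p = 0.05125). Lowest were cox4i1l at −2.67 ± 0.70 and cox6b1 at −2.56 ± 0.17, against ndufv1 at 3.02 ± 0.31 (repeat 1 apart at 2.55) and atp5mc3a at 2.55 ± 0.23. Of 41 genes of sterol and fatty acid synthesis, 7 were higher and 19 lower (7 and 20 when adjusted over the list alone; median −0.43, camera adjusted p = 0.00207; adjusted p = 0.504 with an estimated correlation). The sterol genes ebp (−3.24 ± 0.75) and tm7sf2 (−3.21 ± 0.59) were lower while fatty acid elongase genes went both ways, with elovl1a (1.55 ± 0.32) and elovl6 (1.51 ± 0.35) higher and elovl7a (−1.79 ± 0.21) and elovl1b (−0.74 ± 0.30) lower. The median of this list was −0.00987 in repeat 4 and between −0.557 and −0.501 in the others.

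Of 20 genes of corneal ion and fluid transport, 9 were higher and 2 lower (median 0.29, camera adjusted p = 0.0430; adjusted p = 0.437 with an estimated correlation). They included the carbonic anhydrase gene ca2 (2.29 ± 0.44), the sodium pump gene atp1b1a (1.99 ± 0.32), the lactate transporter gene slc16a3b (−1.59 ± 0.68) and the aquaporin gene aqp9a (−0.83 ± 0.15). The call was lost in 7 alternatives: with the replicate block and a dye term the adjusted p of this list was 0.0646, with a dye term and arrays taken as independent 0.0628, with cornea in Cy5 only 0.113, with the probe of smallest variance 0.0637, without repeat 2 it was 0.0556 and without repeat 3 0.0792, and within slide 1 it was 0.0682. The list median was 0.92 in repeat 3 and between 0.35 and 0.41 in the others.

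Genes of protein synthesis and cell division were lower as lists in camera at its preset correlation. With fry the lists of ribosomal proteins (adjusted p = 0.0970) and cell cycle (0.0529) were not called. Of 72 ribosomal protein genes, 13 were higher and 25 lower (13 and 30 when adjusted over the list alone; median −0.24, camera adjusted p = 0.00539; adjusted p = 0.565 with an estimated correlation). Examples in this list were rpl35a at −1.71 ± 0.15 and rpl29 at −1.41 ± 0.20 (repeat 4 apart at −1.71), against rpl4 at 3.29 ± 0.18 (probes from 0.04 to 4.51) and rpl8 at 2.53 ± 0.05. With cornea in Cy5 only the list was not called (adjusted p = 0.0618). Of 48 cell cycle genes, 5 were higher and 10 lower (median −0.25, camera adjusted p = 0.00800; adjusted p = 0.465 with an estimated correlation). They included the mitosis genes ube2c at −1.70 ± 0.62 and cdk1 at −1.28 ± 0.44 and the replication genes rfc5 at 1.23 ± 0.32 and pcna at 1.22 ± 0.28. Within slide 2 alone the list was not called (adjusted p = 0.0848). Of 45 proteasome genes, 17 were higher and 5 lower (19 and 5 when adjusted over the list alone; median 0.30, camera adjusted p = 0.111). Among the called ones, highest were psmb5 at 3.08 ± 0.29 and psma6b at 2.71 ± 0.49, and lowest psma5 at −0.94 ± 0.05 and psmd9 at −0.62 ± 0.11. Of 46 immediate early and stress response genes, 14 were higher and 15 lower (14 and 18 when adjusted over the list alone; camera adjusted p = 0.303, and 0.0452 with the probe of smallest variance). Their median lay at −0.26 and camera's direction lower, but the mean was 0.08. Here cebpd stood at 3.71 ± 0.21, mcl1a at 2.95 ± 0.68, atf3 at −1.60 ± 0.32 (repeat 1 apart at −1.12) and egr3 at −1.59 ± 0.86.

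Genes that the study had chosen on these samples were nearly all higher in cornea, which is not independent evidence of their direction. The RT-qPCR list holds only genes that the study lists by name, not all that it remeasured. Of its 36 names 35 were measured on the arrays, and 32 of these were higher and 1 lower (median 2.42, camera adjusted p = 1.46e-15; adjusted p = 0.263 with an estimated correlation). The one lower was cldna (−0.60 ± 0.08), and chmp2bb (−0.38 ± 0.40) and rbp4l (−0.16 ± 0.21) were not called. Among genes listed as lower in pax6b mutants, a connexin named otherwise there was taken as cx43.4, a name from the RT-qPCR list. Of 42 genes listed as lower in pax6b mutants 41 were measured, and all of these were higher in cornea (median 2.08, camera adjusted p = 7.85e-21; adjusted p = 0.193 with an estimated correlation), with f11r.1 at 3.80 ± 0.39. The same held for the 8 measured of 9 genes ectopic in those mutants (median 2.46, camera adjusted p = 2.28e-06; adjusted p = 0.263 with an estimated correlation), such as olfml3b (3.82 ± 0.25) and rrbp1b (3.45 ± 0.20), and for all 20 not affected (median 3.21, camera adjusted p = 3.61e-14; adjusted p = 0.193 with an estimated correlation), such as zgc:111983 (4.21 ± 0.17).

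Of the 35 lists, camera called 18 (11 higher and 7 lower in cornea), and 0 with an estimated correlation, where 5 had an unadjusted p under 0.05. fry called 25. Between the arrays of a repeat, a dye effect was called for 211 probes, and for 0 without repeat 3 or repeat 4.

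**Figure D2:**
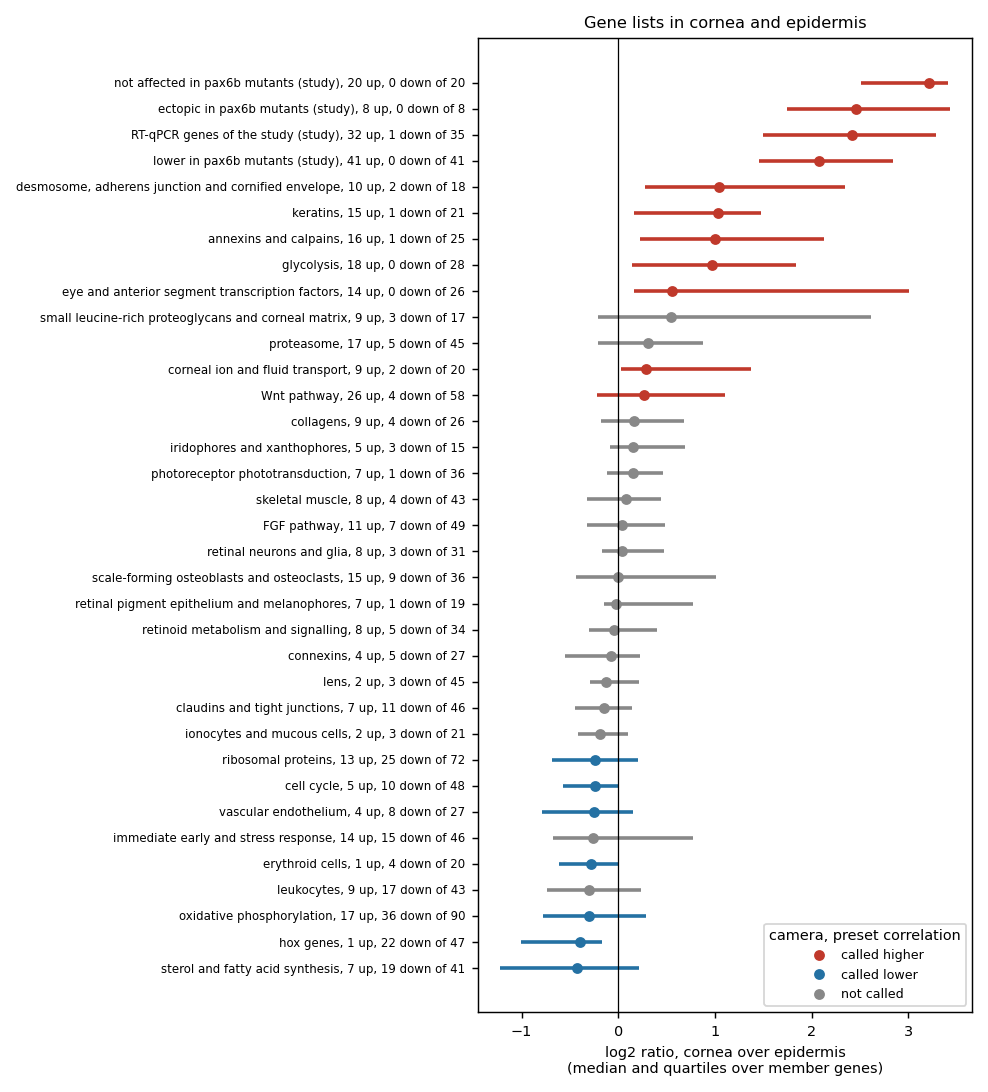
Median log2 ratio of cornea over epidermis (x axis, with quartiles over member genes as bars) for each of the 35 gene lists (y axis, with the numbers of members called higher and lower). Red and blue mark the lists that camera called higher and lower at its preset correlation, and 0 of the 35 were called with an estimated correlation; medians ran from −0.43 for sterol and fatty acid synthesis to 3.21 for the study's genes not affected in pax6b mutants.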

Values the study reported

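The study reported 260 genes whose transcript level in cornea differed from both the epidermis and the dermis, at a fold change over 2.0 and an adjusted p below 0.001. It remeasured 89 genes by RT-qPCR, and each was enriched in the tissue the arrays had given. By RT-qPCR, with cornea set against dermis, the fold enrichment in cornea was 470.81 for pax6a, 385.80 for six3a, 119.16 for tnw, 8.45 for gnat2 and 2.46 for pax6b.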

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

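The tests of explanations in this part, for the photoreceptor genes, the hox genes and the glycolysis genes, were chosen only after the results had been seen. Single repeats that lay far from the other 3 were looked for in 197 values (154 named genes, 35 list medians and 8 array measures), and 13 were found, where chance gives about 1 in 20.

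Repeat 1 lay apart for 8 genes. The log2 ratio was 3.914 for ccl19b (4.38 to 4.43 in the others), 3.662 for eef1da (4.14 to 4.20), −3.404 for hoxc9a (−4.74 to −4.52), 0.9402 for ctnnb2 (1.58 to 1.62), 2.418 for glula (1.47 to 1.57), −1.374 for smpx (−2.52 to −2.34), 2.551 for ndufv1 (3.149 to 3.197) and −1.122 for atf3 (−1.80 to −1.70). Repeat 2 lay apart for foxc1a at 4.038 (3.09 to 3.12) and repeat 4 for rpl29 at −1.706 (−1.34 to −1.28). Among list medians, repeat 4 lay apart for phototransduction at 0.5346 (0.00832 to 0.0549) and for sterol and fatty acid synthesis at −0.009874 (−0.557 to −0.501), and repeat 3 for corneal ion and fluid transport at 0.9196 (0.350 to 0.412).

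The eye genes gnat2 and rpe65a were higher in cornea, though the cornea itself holds no photoreceptors. The purity of the dissected samples was not measured here. RNA carried over from the retina would raise abundant photoreceptor genes together, but the upper quartile of the 35 other phototransduction genes was 0.4502 (median 0.15), below the lowest repeat of gnat2 (2.31) and the lower of its probes (1.23 and 4.14). This argues against photoreceptor RNA as the whole cause for gnat2, but gngt1 (1.62), opn1lw1 (1.505) and gnb1b (1.28) reach the lower probe, so a share of it stays open, as do RNA of the retinal pigment epithelium for rpe65a and the phototransduction median of repeat 4. Dye bias of the probes is argued against by the lowest mean in either dye orientation, 2.512 for gnat2 with cornea in Cy5. Expression of both genes in the cornea itself, a difference between the tissues, was not tested further; the study saw rpe65a in the corneal epithelium by in situ hybridisation, which does not measure its share of the array ratio.

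Hox genes were lower in cornea, with 22 of 47 called. Dye bias is argued against, since the list median was −0.4147 in the orientation where it lay closer to 0 and −0.51 in the other, with the list called in both (larger adjusted p 1.25e-05). Cells of the scales or dermis in the epidermis samples may contribute and cannot be told apart from the epidermis, because the scale list had a median of −0.00153 with members going both ways (quartiles −0.43 and 1.01). The position of the tissues along the body, head against trunk, differs with the tissue and stays open as an untested biological explanation.

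Glycolysis genes were higher in cornea, 18 of 28 with 0 lower. Skeletal muscle RNA in the cornea samples is argued against as the whole cause by the upper quartile of the muscle genes, 0.4462, below the glycolysis median of 0.97, but a share of it stays open, since atp2a1 (3.04), ckma (1.78), tnnt3b (1.73), mylpfa (1.54), tnni2b.1 (1.48), ckmb (1.47) and actn3a (1.02) were called higher and lie above that median. A normalisation that raises abundant transcripts in cornea is argued against by the higher of the ribosomal protein and oxidative phosphorylation medians, −0.2425, below the median of all genes (0.03). Handling stress that differed between the tissues cannot be told apart from a tissue difference, since the stress list had a median of −0.2614 with quartiles of −0.68 and 0.77 and was called lower in 1 alternative, with the probe of smallest variance (adjusted p = 0.0452). A difference in metabolism between the tissues stays open as an untested explanation.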

How the results depend on the processing

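Chosen only after the data had been seen were the adjustment over named probes, the direct match of feature numbers, the alternatives for the dye effect, the orientation and the spread, and, for lists, the first matching of names, each slide alone, the median over probes and the probe of smallest variance. Against 11040 called probes, 1973 (1932 shared) and 4718 (4613 shared) were called within slides 1 and 2, 1631 at an adjusted p under 0.001 and over 2-fold, 1564 by treat, and 6679 to 9291 with 1 repeat left out (6555 to 8661 shared). When only named probes were adjusted 7244 were called, against 6687 named probes among the 11040. Against 5309 genes there were 2039 (1955 shared) and 3414 (3243 shared) within the slides, 1275 at the stricter thresholds, 709 by treat and 3818 to 4854 with 1 repeat left out (3716 to 4493 shared); slides and left-out repeats hold fewer samples. The direct match called 3433 genes, 616 of them shared, and 0 lists. Camera with an estimated correlation called 0 of the 18 lists and fry 25 (15 shared); with 1 repeat left out camera called 16 to 20. With the replicate block and a dye term together 12711 probes, 5608 genes and 17 lists were called. This pair of changes ended the calls of corneal ion and fluid transport (adjusted p = 0.0646) and of cldnd and changed no other call of a list or named gene. Median centring, scaling and quantile normalisation kept the count of lists at 18 and those of probes and genes between 11026 and 11170 and between 5300 and 5313.

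Over all alternatives 2702 values of named genes kept direction and call, 222 lost the call and 2 turned: col10a1a to 0.29 and capn3a to 0.11 with the probe of smallest variance, which takes another probe. The dye effect was called for 211 probes and for 0 to 163 with 1 repeat left out (0 without repeat 3 or 4). The mean correlation between repeats was 0.632, and 0.536 and 0.467 with cornea in Cy5 only and in Cy3 only; these use single arrays. A filter on missing values changed nothing, as none were missing, and turning the sign of all ratios would exchange higher and lower. Signal over background was not assessed here. The cause of other differences was not tested.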

Other observations

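Of the tests in this part, that of paralog pairs was chosen before its result was seen, and those of hox position, of the pax6b gene lists and of the arrangements of signs only afterwards. Genes named as a and b copies of each other, most of them duplicates from the genome duplication of teleosts, sometimes went opposite ways. The matrix gene paplna was higher in cornea (1.35 ± 0.38, n = 4) and paplnb lower (−6.68 ± 0.37), the fatty acid binding protein gene fabp7a higher (3.42 ± 0.28) and fabp7b lower (−2.74 ± 0.61), kdelr2b higher (2.53 ± 0.09) and kdelr2a lower (−1.79 ± 0.39), and the sterol synthesis gene hmgcrb higher (0.81 ± 0.53) and hmgcra lower (−2.87 ± 0.45). These pairs were picked after their values had been seen, and probes of such pairs can cross-hybridise, which would make the copies look alike.

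Across 1517 pairs, the ratios of the copies correlated weakly (Pearson r = 0.1592, Spearman rho = 0.130, across genes, which are not independent replicates), with a permutation p of 1e-04, the smallest that 10000 shuffles can give. Both copies were called in 261 pairs, 181 in the same direction and 80 in opposite directions, against 104.5 opposite pairs with independent directions. The difference between the copies was itself called in 605 pairs. That copies of a pair keep somewhat similar ratios is in line with these values, as a hypothesis.

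Hox genes were not lower towards the posterior groups: the rank correlation of paralog group and log2 ratio was 0.05095 (permutation p = 0.731, 47 genes). The medians were −0.54 for groups 1 to 4 (13 genes, 7 lower), −0.37 for groups 5 to 8 (12 genes, 5 lower), −1.66 for groups 9 and 10 (8 genes, 5 lower) and −0.35 for groups 11 to 13 (14 genes, 5 lower).

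Genes listed as lower in pax6b mutants had smaller ratios than those listed as not affected, with medians of 2.08 and 3.21, a difference of −1.13 (permutation p = 0.00217 over 61 genes). Both lists were chosen by the study on these samples, so the difference may come from how they were chosen, which was not tested.

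With 4 repeats there are 8 arrangements of signs, too few for a share under 0.05: 1 of the 8, the real one, called as many as 11040 probes or 5309 genes, and the highest of the others called 0 and 0 with limma.

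Of 24159 features with no gene symbol, 4353 were called, 1986 higher and 2367 lower in cornea. Of 45220 probes, 211 had a called dye effect (0 without repeat 3 or 4), 140 of them also called between the tissues, and the median size of the dye effect was 0.154 against 0.355 for the ratio between the tissues.

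At a fold change over 2 and an adjusted p under 0.001, 1275 of 14462 genes differed between cornea and epidermis here, 960 higher and 315 lower. That is higher than the count quoted from the study above, but not of the same measure: the study compared only genes common to its array designs and also required a difference from the dermis. Its methods also name TREAT, a test against a threshold, where a p against 0 with a separate fold cut was used here. Tested against 2-fold by treat, 709 genes were called here at an adjusted p under 0.05, 543 of them higher. The study describes its genes as strongly expressed in cornea, so that the genes higher here are the nearer count, which is also higher. The fold of cornea over epidermis on the arrays was 9.59 for pax6a, 10.5 for six3a and 22.6 for tnn (tnw), as means over probes whose log2 ratios ran from 1.61 to 5.63 for pax6a and were 3.19 and 5.81 for tnn. Those are lower than the values quoted above, which come from RT-qPCR against the dermis. For pax6b the fold was 17.1, which is higher than the value quoted above, again from another assay and tissue. Both put pax6b higher in cornea, which the fold with the sign of all ratios turned (0.0586) would not.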
